A study of Mus musculus with 2 samples. Its data were reported in "Net39 protects muscle nuclei from mechanical stress during the pathogenesis of Emery-Dreifuss muscular dystrophy" (2023).

How the data were processed

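Single-nucleus RNA sequencing (snRNA-seq) was run on mouse gastrocnemius-plantaris (GP) muscle, the calf muscle group of the hindlimb. The labels give 1 library of control mice (Ctrl) and 1 library of mice with an induced, muscle-restricted deletion of Net39 (cKO). Each library was made from nuclei of 3 muscles that were mixed before isolation. The sample titles speak of mouse 1 while the protocol speaks of 3 pooled muscles, and no barcode can be traced to an animal, so each library counts as 1 sample. The labels name an older release of the 3′-end droplet kit than the study's methods, which leaves the chemistry unsettled.

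The authors made the matrices with Cell Ranger 3.1.0 on the mm10/GRCm38 genome at default settings and deposited raw counts of unique molecular identifiers (UMIs) per gene and barcode. A UMI marks 1 captured RNA molecule, so amplified copies are counted once. The matrices hold whole numbers for 27998 genes and only barcodes with 500 UMIs or more. The annotation release and the handling of intronic reads are not stated. Nuclear RNA is rich in introns, so this handling could change how many UMIs each gene received. Of the gene identifiers, 27645 were found in GENCODE M21 for GRCm38, which gave the coordinates, and 353 were not.

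The deposited barcodes numbered 3863 in Ctrl and 3994 in cKO. Nuclei with fewer than 100 genes, fewer than 500 UMIs or more than 10% mitochondrial UMIs were removed, as in the study's methods. These filters left 3833 Ctrl and 3908 cKO nuclei. Doublets, droplets that held more than 1 nucleus, were scored per library with Scrublet (scanpy 1.11.5, expected rate 0.06). Its automatic threshold marked 0 nuclei in either library, so the caller had not worked. The 8% of nuclei with the highest score in each library were removed instead, which took out 307 Ctrl and 313 cKO nuclei. That choice was made after the caller had marked none. The median was 3346 UMIs in the removed Ctrl nuclei and 2580 in the removed cKO nuclei, above the medians of the nuclei kept. The nuclei used were 3526 in Ctrl and 3595 in cKO.

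Clustering followed the study's settings with newer tools (Seurat 5.3.0, sctransform 0.4.2, R 4.3.3). Counts were normalised with SCTransform with the mitochondrial percentage regressed out. The libraries were integrated on 3000 features, and clusters came from a graph on 25 principal components with fixed seeds. Seed 1 served the thinning, random lists and simulated data described below. Resolution 0.1 gave 7 clusters and resolution 0.2 gave 8. At both, type I-like nuclei were merged with nuclei high in Trp63, Fbxo32 and Trim63, and fibro-adipogenic progenitor (FAP)-like nuclei with satellite cells and adipocytes. The fallback written in the design was then used, and resolution 0.3 with 13 clusters served for type I-like nuclei and FAPs. Resolution 0.1 was kept for the cluster with most Myh4.

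Clusters were named from 17 marker lists. A marker counted as detected in a cluster with at least 10 UMIs there and a level at least 2 times that of the other nuclei. A name needed 3 detected markers and no majority of another class's markers among the 10 leading genes by fold, taken among genes seen in at least 10% of the cluster's nuclei. The ending "-like" marks such a name. Cluster 0 at resolution 0.1 had 9 detected markers of type IIb myonuclei but 0 of them among its leading genes, against 1 of type IIa (Smox). It is therefore called the Myh4-high cluster and compared by number. At resolution 0.3 it was split into clusters 0 and 3, which stay unnamed, and cluster 6 mixed endothelial and smooth muscle markers. The type IIa-like cluster had 2 own markers and 2 of type I among its leading genes. Myonuclei were the nuclei of clusters 0, 1, 2, 3, 4, 7, 8 and 9, and the remaining clusters held nuclei from outside the fibres.

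Raw UMIs were summed per library and class and given as CPM, a gene’s UMIs divided by all UMIs of that class and scaled to a common total. With 1 library per group no test was possible, and no p-value, standard error or number of changed genes is given. Each value has a 95% interval: exact Poisson for CPM, exact binomial (Clopper-Pearson) for shares, exact conditional for ratios of CPM, and bounds combined from the exact intervals of both shares for differences. All intervals and floors cover counting error only, not the spread between animals. A gene with 0 UMIs in 1 library was set to the floor of 3 UMIs for a lower bound. For a share of 0, the limit given is the share that 3 nuclei would make. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

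Fibre type was also read without clusters. Each myonucleus was thinned at random to 500 UMIs and assigned to the adult myosin heavy chain gene (Myh7, Myh2, Myh1 or Myh4) that held at least 60% of at least 3 UMIs of these 4 genes. Co-detection of Myh1 and Myh2 was counted in the same thinned nuclei. The difference in CPM over all myonuclei was split into a part from class shares and a part from levels within classes, averaged over both orders, with intervals from 2000 simulated draws.

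For gene lists, the median log2 ratio of CPM plus 1 was taken over list genes with at least 10 UMIs. Its percentile was taken among 10000 random lists of the same size, each gene drawn from the 100 genes nearest in mean expression. The lists held p53 targets, Mef2 targets, slow fibre genes and fast fibre genes. Lists of glucocorticoid-responsive genes and of clock genes in either phase were added later and appear in the closing section only.

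The groups, tests, markers, gene lists, alternatives and the rule for named genes were fixed before the data were examined. The rule names Plpp7, Atf3, Trp63, Trp53, Fas, the Mef2 genes, Myh7, Mylk4, Fbxo32, Trim63 and the adult myosins. Beyond these it takes the 5 highest and 5 lowest genes in the type I-like and in the Myh4-high cluster, among nuclear-encoded genes with at least 50 UMIs. They were ranked by the bound nearest to 1 of the interval of the CPM ratio.

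The computations were checked on simulated data in which 200 genes were changed. For the type I-like class, 4553 genes passed the minimum, 158 of them changed, and 96.8% of the changed and 95.8% of the unchanged genes had their true ratio inside the interval. All 10 ranked genes there were truly changed. With 9069 genes for lists, 91.5% of unchanged lists fell inside the central 95% and all raised lists fell above it. For the Myh4-high class, 7062 genes passed, 187 of them changed, and the matching shares were 96.3% and 96.0%, again with 10 of 10 ranked genes changed. With 10984 genes for lists, 94.0% of unchanged lists fell inside the central 95%, and all raised lists fell above it.

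The alternatives were no integration, other resolutions, doublets kept, at least 1000 UMIs per nucleus, clustering without the markers of the 4 fibre types, myonuclei as the denominator, other thinning depths and myosin minimums, median-of-ratios scaling, the mean of the nuclei's own CPM, Malat1 and mitochondrial genes left out of the total, type I taken as Myh7-dominant nuclei, another pseudocount and UMI minimum for lists, and myosin classes in place of clusters. Resolution 0.1 for type I-like nuclei and FAPs, co-detection without thinning, the split with doublets kept or at least 1000 UMIs, every alternative for the Myh2-, Myh1- and Myh4-dominant shares, and every alternative for genes named by rank or for Mef2a, Mef2d, Fbxo32, Trim63 and Mylk4 over all myonuclei were added after seeing the data. The bulk RNA-seq, ChIP-seq, imaging and functional measurements of the study were not analysed here.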

Results

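Net39 is a transmembrane protein of the nuclear envelope that is found in muscle, and Plpp7 is the symbol of its gene. The data asked how nuclei of adult muscle differ in RNA content after the loss of Net39. In the cKO mice, loxP sites flank the first exon of Plpp7, and a Cre recombinase that is active in muscle fibres after tamoxifen removes it. Ctrl mice carried the same floxed gene without Cre. Mice were 5 months old, 3 months after tamoxifen. The groups had 1 library each, so there were no replicates, no difference could be set against a spread between animals, and all intervals cover counting error only.

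The Ctrl library held 10410316 UMIs in 3863 nuclei, with a median of 2106 UMIs per nucleus. The cKO library held 8446070 UMIs in 3994 nuclei, with a median of 1662.5. Over all deposited barcodes, before the filters, the transcript of Malat1 took 25.4% of UMIs in Ctrl and 30.3% in cKO. Mitochondrial genes took 0.561% in Ctrl and 1.33% in cKO there. In the myonuclei used, mitochondrial genes took 0.275% in Ctrl and 0.355% in cKO, and Malat1 took 26.6% and 31.4%. The median log2 ratio of cKO over Ctrl CPM over all genes was −0.08 in all myonuclei, −0.11 in the type I-like cluster and −0.01 in the Myh4-high cluster. Leaving Malat1 and mitochondrial genes out of the total raised every log2 ratio by 0.10 in all myonuclei and by 0.16 in the type I-like cluster.

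The targeted gene was examined first. Plpp7 (ENSMUSG00000051373) lies on the plus strand of chromosome 2 of GRCm38, from 32095528 to 32110820. Its annotated transcripts begin with first exons between 32095528 and 32096262. The assay reads the 3′ end of transcripts, so a UMI of Plpp7 does not show whether the first exon was present. In all myonuclei, Plpp7 had 51.9 CPM in Ctrl (46.9 to 57.3, 397 UMIs) and 41.6 CPM in cKO (36.9 to 46.8, 278 UMIs). The log2 ratio was −0.32 (−0.54 to −0.09). Taking the mean of the nuclei's own CPM moved it most, to −0.12. The decrease was uneven between clusters. In the type I-like cluster, Plpp7 was at 53.5 CPM in Ctrl (33.9 to 80.3, 23 UMIs) and 10.1 CPM in cKO (6.33 to 15.3, 22 UMIs). In the Myh4-high cluster it was at 58.7 CPM in Ctrl (51.7 to 66.3) and 73.9 CPM in cKO (63.2 to 85.9). The differences in the type IIx-like and type IIa-like clusters were within the intervals. Nuclei from outside the fibres, where the Cre driver is not active, held 22.8 CPM in Ctrl (15.4 to 32.5) and 26.3 CPM in cKO (14.7 to 43.4).

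**Figure D1:**
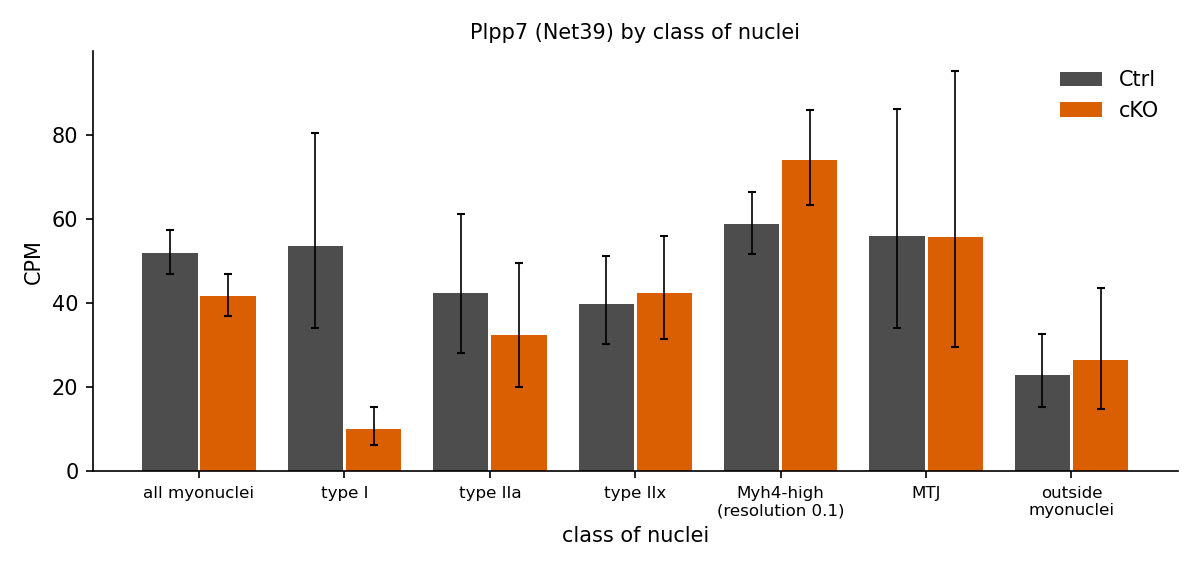
Plpp7 level (vertical axis, CPM) by class of nuclei (horizontal axis) in the Ctrl library (grey) and the cKO library (orange), with exact 95% Poisson intervals as bars. The type I-like class fell from 53.5 to 10.1 CPM, while the Myh4-high class was at 58.7 CPM in Ctrl and 73.9 CPM in cKO.

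The share of each class of nuclei was then compared, to ask whether the makeup of the muscle changed. The type I-like cluster, with 12 detected markers of slow fibres led by Myh7, held 160 of 3526 nuclei in Ctrl, or 4.54% (3.87 to 5.28). In cKO it held 913 of 3595 nuclei, or 25.4% (24.0 to 26.9). The difference was 20.9 percentage points (19.3 to 22.5). Of all nuclei in the cluster, 85.1% came from cKO, so with 1 library per group the cluster cannot be separated from that library. The requirement of at least 1000 UMIs per nucleus moved the difference most, to 8.46 points. Of the 913 cKO nuclei in the cluster, 812 passed that minimum, but only 290 of them were placed in the type I-like cluster then, while 292 were placed in a type IIa-like cluster. Because Myh7 and other genes that define the cluster also differed between the libraries, nuclei were clustered again without the markers of the 4 fibre types. The difference was then 17.9 points, with 196 Ctrl and 842 cKO nuclei.

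The type I-like cluster was not made of Myh7-expressing nuclei alone. Among its nuclei with a main myosin, before thinning, Myh7 was the main myosin of 18 of 97 Ctrl nuclei (18.6%). In cKO it was the main myosin of 271 of 521 nuclei (52.0%). The others had Myh2, Myh1 or Myh4 as their main myosin. Comparisons between libraries within this cluster therefore set different mixtures of nuclei side by side.

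The Myh4-high cluster held 47.3% of nuclei in Ctrl (45.6 to 49.0) and 34.3% in cKO (32.7 to 35.9). The difference was −13.0 points (−15.3 to −10.7), and −14.2 points when clustered without the fibre type markers. FAPs are connective tissue progenitors that lie between the fibres. The FAP-like cluster held 9.64% of nuclei in Ctrl (8.69 to 10.7) and 4.12% in cKO (3.49 to 4.82). The difference was −5.53 points (−6.72 to −4.34). The remodeling-like cluster, in which Trp63, Fbxo32, Trim63 and Ampd3 were detected as markers, held 3.18% of nuclei in Ctrl (2.62 to 3.81) and 0.834% in cKO (0.564 to 1.19). None of those markers was among its leading genes, which included Plekhh1, Spns3 and Tmem100. Only 21.1% of its nuclei came from cKO, so with 1 library per group it cannot be separated from the Ctrl library. The type IIx-like cluster held 16.6% of nuclei in either library. The type IIa-like cluster held 7.40% in Ctrl (6.56 to 8.32) and 9.79% in cKO (8.84 to 10.8). Cluster 6, which mixed endothelial and smooth muscle markers, held 6.04% in Ctrl (5.28 to 6.88) and 4.67% in cKO (4.01 to 5.41). The intervals of the libraries overlapped for clusters at the myotendinous and the neuromuscular junction, immune cells, satellite cells and adipocytes. Shares add up to a whole, so a rise in 1 cluster lowers the others.

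**Figure D2:**
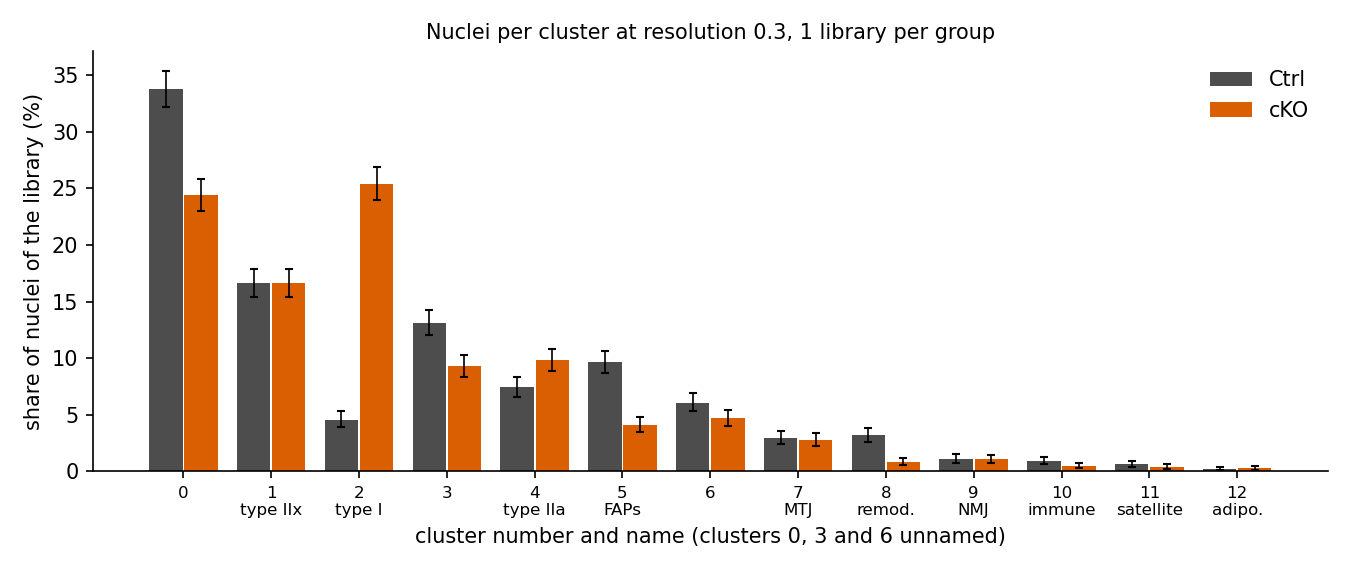
Share of the nuclei of each library (vertical axis, percent) in the 13 clusters at resolution 0.3 (horizontal axis), Ctrl in grey and cKO in orange, with exact 95% binomial intervals as bars. The type I-like cluster held 4.54% of Ctrl and 25.4% of cKO nuclei.

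Fibre type was also read from myosin UMIs alone at 1 fixed depth. Of the myonuclei thinned to 500 UMIs, Myh7 was dominant in 10 of 2914 in Ctrl, or 0.343% (0.165 to 0.630). In cKO it was dominant in 97 of 3241, or 2.99% (2.43 to 3.64). The difference was 2.65 points (2.02 to 3.32). No nucleus was too shallow for this depth. Most nuclei had too few myosin UMIs to be assigned, 80.3% in Ctrl and 70.1% in cKO. Without thinning, the value that moved most, the difference was 7.86 points, with 19 Ctrl and 276 cKO nuclei. The other myosins rose as well after thinning to 500 UMIs, by 3.86 points (2.05 to 5.66) for Myh4, 1.96 points for Myh2 and 1.14 points for Myh1. In the Myh4-high cluster, Myh4 was at 2767 CPM in Ctrl and 4033 CPM in cKO. After thinning, 18.6% of its Ctrl and 35.8% of its cKO nuclei were Myh4-dominant, and 81.1% and 63.6% were undetermined. A higher level lets more nuclei be assigned, so the thinned share follows the Myh4 level as well as the number of nuclei. The Myh4 difference runs against the lower share of the Myh4-high cluster in cKO, and its direction depended on depth. It was −0.783 points (−3.31 to 1.75) after thinning to 1000 UMIs, which left out 37 Ctrl and 437 cKO nuclei as too shallow, and −20.8 points (−23.3 to −18.4) without thinning.

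The level of genes linked to DNA damage was compared over all myonuclei. Atf3 (ENSMUSG00000026628), on chromosome 1 from 191170296 to 191218039, had 18.6 CPM in Ctrl (15.6 to 21.9, 142 UMIs). In cKO it had 80.8 CPM (74.1 to 87.9, 539 UMIs). The log2 ratio was 2.12 (1.85 to 2.40). The mean of the nuclei's own CPM moved it most, to 1.69. Trp63 (ENSMUSG00000022510), on chromosome 16 from 25683763 to 25892102, had 460 CPM in Ctrl and 669 CPM in cKO. Its log2 ratio was 0.54 (0.48 to 0.60). In FAP-like nuclei, which lie outside the fibres, Atf3 was at 20.3 CPM in Ctrl and 16.6 CPM in cKO. The cKO value rests on 4 UMIs. In cluster 6, also outside the fibres, Atf3 rose from 10.3 CPM (5 UMIs) to 48.6 CPM (13 UMIs), a CPM ratio of 4.70 (1.57 to 16.8). That cluster also held Myh4, a fibre gene, at 1823 CPM in Ctrl against 2132 CPM in all myonuclei. Trp63 in FAP-like nuclei was at 176 CPM in Ctrl and 166 CPM in cKO. Trp53, on chromosome 11 from 69580359 to 69591873, had a log2 ratio of −0.09 (−0.42 to 0.24). Fas, on chromosome 19 from 34290666 to 34327772, had 11 UMIs in Ctrl and 15 in cKO, and a difference was not detectable at this depth.

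Within the type I-like cluster, these genes behaved differently. Atf3 was at 258 CPM in Ctrl (212 to 311, 111 UMIs) and 160 CPM in cKO (143 to 178, 348 UMIs), a log2 ratio of −0.69. Relative to the median of all genes in the cluster it was −0.59. Its direction changed with the setting. With doublets kept the log2 ratio was 2.26, and with at least 1000 UMIs per nucleus it was 2.05. In Myh7-dominant nuclei thinned to 500 UMIs for the assignment, Atf3 had 0 UMIs in Ctrl, among 22797 UMIs, and 33 UMIs in cKO, so no ratio was formed. Trp63 was at 1072 CPM in Ctrl (977 to 1175) and 1115 CPM in cKO (1071 to 1160). Its log2 ratio was 0.06 (−0.09 to 0.20), or 0.16 relative to the median of all genes. In Myh7-dominant nuclei it was 1.65 (0.05 to 3.96), from 3 Ctrl UMIs. Outside this cluster, Atf3 was higher in cKO in type IIx-like nuclei (11.4 CPM in Ctrl, 82.1 CPM in cKO) and in type IIa-like nuclei (6.04 CPM in Ctrl, 84.8 CPM in cKO).

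**Figure D3:**
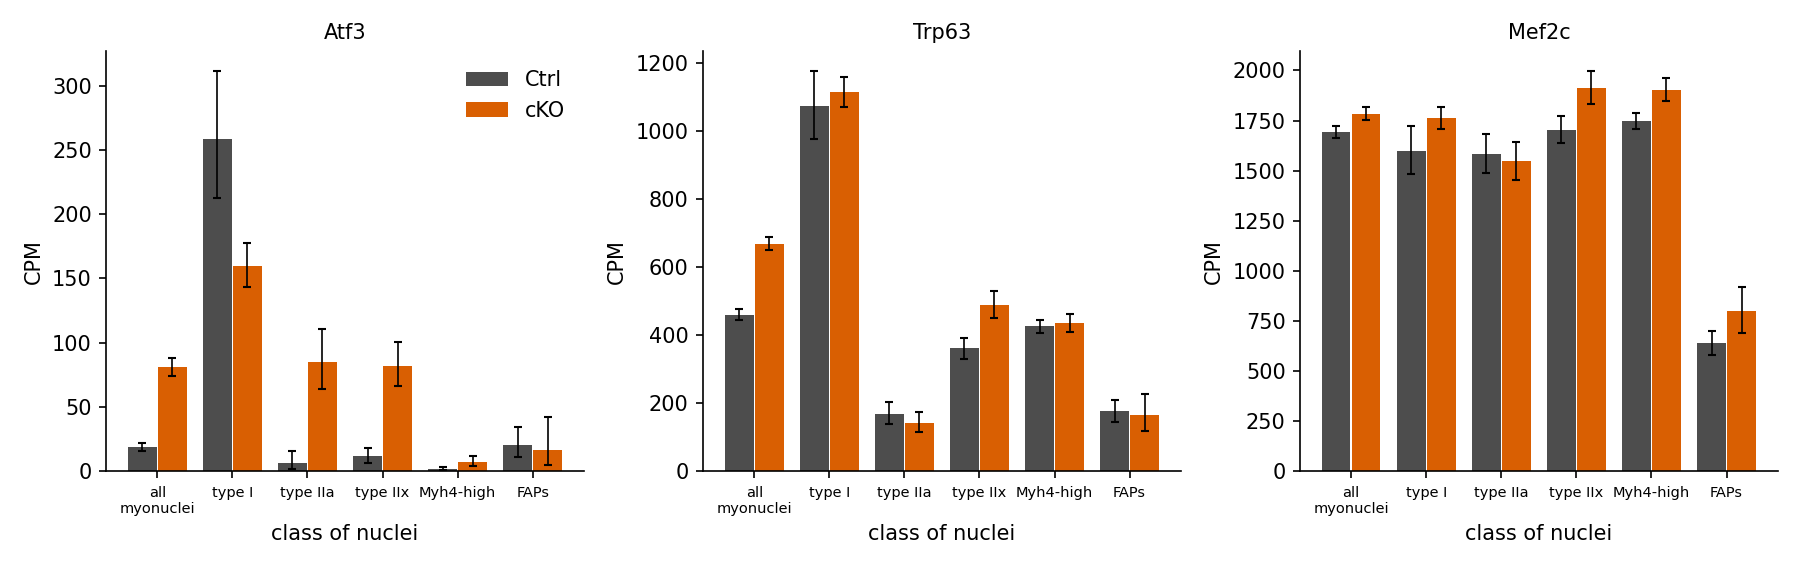
Levels of Atf3, Trp63 and Mef2c (vertical axes, CPM) by class of nuclei (horizontal axes) in the Ctrl library (grey) and the cKO library (orange), with exact 95% Poisson intervals as bars. Atf3 rose from 18.6 to 80.8 CPM over all myonuclei but was at 258 CPM in Ctrl and 160 CPM in cKO in the type I-like cluster, where its direction changed with doublets kept and with at least 1000 UMIs per nucleus.

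The difference over all myonuclei was split into a part from class shares and a part from levels within classes. Over 8 clusters, the class shares accounted for 54.3 CPM (46.5 to 62.2) of the 62.2 CPM difference of Atf3, and levels within clusters for 7.89 CPM (−3.48 to 19.3). The small part within clusters set a lower level in the type I-like cluster against higher levels in the type IIx-like, type IIa-like, Myh4-high and myotendinous nuclei. It was 47.9 CPM with doublets kept and 38.9 CPM with at least 1000 UMIs per nucleus, so the split of Atf3 was not stable. For Trp63, they accounted for 157 CPM (137 to 180) and 51.5 CPM (21.9 to 80.2) of 209 CPM, but the class shares gave −26.8 CPM with at least 1000 UMIs per nucleus. With 6 myosin classes in place of clusters, the class shares accounted for 1.02 CPM of the Atf3 difference and levels within classes for 61.2 CPM. For Trp63 the class shares then gave −18.0 CPM and the levels 227 CPM. In that split, the undetermined class held 80.3% of Ctrl and 70.1% of cKO myonuclei, so it can show little of the share of any fibre type.

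Genes of muscle structure were compared in the type I-like cluster, where Myh7 helps to define the cluster and is given only beside the class read from myosin UMIs. Myh7 (ENSMUSG00000053093), on chromosome 14 from 54970684 to 54994626, had a log2 ratio of 1.54 (1.32 to 1.77) in the cluster, or 1.65 relative to the median of all genes. In Myh7-dominant nuclei it was 0.55. Mylk4 (ENSMUSG00000044951), on chromosome 13 from 32700834 to 32783954, was at 1093 CPM in Ctrl (997 to 1197) and 197 CPM in cKO (178 to 216). Its log2 ratio was −2.48 (−2.67 to −2.28), or −2.37 relative to the median of all genes. In Myh7-dominant nuclei it was −1.46, from 10 Ctrl and 31 cKO UMIs. Over all myonuclei the Mylk4 ratio was −1.36 (−1.40 to −1.32). FAP-like nuclei also held Mylk4, at 927 CPM in Ctrl and 389 CPM in cKO.

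Fbxo32 and Trim63 encode ubiquitin ligases of muscle atrophy. Fbxo32, on chromosome 15 from 58175879 to 58214932, had 1330 CPM in Ctrl and 498 CPM in cKO over all myonuclei. Its log2 ratio was −1.42 (−1.48 to −1.36). Trim63, on chromosome 4 from 134315120 to 134329629, had 1533 CPM in Ctrl and 624 CPM in cKO. Its log2 ratio was −1.30 (−1.35 to −1.25). Both were also lower in the cKO FAP-like nuclei, with log2 ratios of −1.71 and −1.68. Ctrl FAP-like nuclei held them at 570 and 531 CPM, a fraction of the myonuclear level like that of Myh4 (961 of 2132 CPM), so a change in FAPs themselves was not detectable.

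The Mef2 genes encode transcription factors of muscle. Mef2c (ENSMUSG00000005583), on chromosome 13 from 83504034 to 83667080, was at 1692 CPM in Ctrl (1663 to 1721) and 1784 CPM in cKO (1752 to 1816) over all myonuclei. Its log2 ratio was 0.08 (0.04 to 0.11), and leaving out Malat1 and mitochondrial genes moved it most, to 0.18. In nuclei outside the myonuclear clusters, where the Cre driver is not active, its log2 ratio was 0.28 (0.14 to 0.41). The makeup of these nuclei differed, with 340 of 612 FAP-like in Ctrl and 148 of 354 in cKO. Ctrl FAP-like nuclei held less Mef2c than the Ctrl cluster that mixed endothelial and smooth muscle markers (1443 CPM). Part of the pooled ratio therefore comes from makeup. In the mixed cluster alone the log2 ratio of Mef2c was 0.14 (−0.04 to 0.32). In FAP-like nuclei Mef2c was at 638 CPM in Ctrl and 800 CPM in cKO, a log2 ratio of 0.32 (0.07 to 0.57). The fibre gene Myh4, a measure of free RNA, was there at 961 CPM in Ctrl and 775 CPM in cKO, a log2 ratio of −0.31 (−0.55 to −0.07). In the type I-like cluster the log2 ratio of Mef2c was 0.14 (0.02 to 0.26), or 0.25 relative to the median of all genes. In the Myh4-high cluster it was 0.12 (0.07 to 0.18). It was lower in cKO in the remodeling-like cluster, at −0.76 (−1.09 to −0.43), and in the type IIa-like cluster it was −0.03 (−0.16 to 0.09). Mef2d, on chromosome 3 from 88142372 to 88172086, was at 142 CPM in Ctrl and 208 CPM in cKO, a log2 ratio of 0.55 (0.43 to 0.67). The Mef2d ratio was 0.53 (0.01 to 1.03) in FAP-like nuclei and 0.33 (−0.02 to 0.67) outside the myonuclear clusters. Mef2a, on chromosome 7 from 67231163 to 67372858, was at 460 CPM in Ctrl and 330 CPM in cKO, a log2 ratio of −0.48 (−0.55 to −0.40). The Mef2a ratio was −0.34 (−0.58 to −0.10) outside the myonuclear clusters and −0.27 (−0.68 to 0.11) in FAP-like nuclei. Mef2c and Mef2d stayed higher and Mef2a lower in cKO under each scaling tried. Mef2b had 0 UMIs in either library. For Mef2c, the split over clusters gave −23.6 CPM (−45.4 to −2.09) from class shares and 115 CPM (66.6 to 164) from levels within clusters, of 91.8 CPM. The part from class shares was 0.381 CPM with doublets kept.

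Gene lists fixed in advance were compared with random lists of equal size and expression. The p53 target list in the type I-like cluster had a median log2 ratio of 0.27, at percentile 99.1, with 9 of 16 genes higher in cKO and 7 lower. The random lists there had a median of −0.22. With at least 50 UMIs per gene, 7 of 8 genes were higher and 1 lower, with a median of 0.58 at percentile 99.9. Over all myonuclei the p53 list was at 0.05, percentile 94.5. In the Myh4-high cluster it was at −0.13, percentile 14.3. In Myh7-dominant nuclei, the alternative that moved it most, 6 genes of the list had a median of 2.59, with 3 higher in cKO and 3 lower. The median of random lists was 3.18 there, and the percentile was 18.8. The Mef2 target list over all myonuclei had a median log2 ratio of 0.13, at percentile 99.5, with 20 of 25 genes higher in cKO and 5 lower. It shares Myh7, Tnnc1 and Myoz2 with the slow fibre list. In the Myh4-high cluster the Mef2 list was at 0.18, percentile 99.5. In the type I-like cluster it was at −0.03, percentile 83.4. Slow fibre genes over all myonuclei had a median of 3.08, at percentile 100, and fast fibre genes one of −0.11, at percentile 55.7. Slow fibre genes were also higher in cKO FAP-like nuclei, with a median of 1.96 over 6 genes. Fast fibre genes had a median of −0.26 there, at percentile 4.05.

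Co-detection of Myh1 and Myh2 was counted in nuclei of the remodeling-like cluster. After thinning to 500 UMIs, 0 of 112 Ctrl nuclei held both, which allows a share of up to 2.68%, or 3.24% by the exact interval. In cKO 0 of 30 nuclei held both, which allows up to 10%, or 11.6% by the exact interval. In other myonuclei the share was 2.28% in Ctrl (1.76 to 2.91) and 4.30% in cKO (3.62 to 5.06). The share was 18.0% in Ctrl and 23.0% in cKO in type IIa-like nuclei. FAP-like nuclei, which should hold neither gene, had 0.588% in Ctrl, and 0 of 148 in cKO, which allows up to 2.03%. Median depths before thinning were 2050.5 UMIs in Ctrl and 2602.5 UMIs in cKO for the remodeling-like cluster, and 1326.5 and 1229.5 for the FAP-like cluster. Without thinning, 1 of 112 Ctrl nuclei (0.893%) and 0 of 30 cKO nuclei of the remodeling-like cluster held both, against 8.67% and 12.6% of other myonuclei. The share in the remodeling-like cluster was not above the background in FAP-like nuclei.

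Genes with the most extreme ratios were ranked among 4590 genes in the type I-like cluster. The lowest in cKO were Dclk1, Adgrl3, Fkbp5, Lama2 and Tbc1d1. Dclk1 (chromosome 3, 55242364 to 55539068) went from 628 CPM in Ctrl to 12.4 CPM in cKO, a log2 ratio of −5.66 (−6.29 to −5.09). It is a marker of FAPs, which held 408 CPM of it in Ctrl, below the type I-like cluster. The others had log2 ratios from −4.64 to −3.57. Lama2 was also abundant in FAP-like nuclei, at 1788 CPM in Ctrl. The highest were Nckap5, Sln, Gpr179, Zc2hc1a and Zfp949. Nckap5 (chromosome 1, 125913620 to 126830799) went from 95.4 to 1917 CPM, a log2 ratio of 4.33 (3.89 to 4.81), with 510 CPM in cKO FAP-like nuclei. Sln (chromosome 9, 53850164 to 53854560) had 0 UMIs in Ctrl and 245 in cKO and was at least 16.1-fold higher against the floor of 3 UMIs, with an exact lower bound of the log2 ratio of 3.70. Gpr179 (chromosome 11, 97332109 to 97352077) had 0 UMIs in Ctrl and 193 in cKO and was at least 12.7-fold higher against that floor, with an exact lower bound of the log2 ratio of 3.35, but cKO FAP-like nuclei held it at 87.0 CPM against 88.6 CPM in the cluster. Zc2hc1a had a log2 ratio of 4.20 (3.27 to 5.33), from 9 Ctrl UMIs. Zfp949 had 3.58 (2.93 to 4.32), but −0.30 with at least 1000 UMIs per nucleus and −0.18 in Myh7-dominant nuclei.

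In the Myh4-high cluster, 7093 genes were ranked. The lowest in cKO were Fkbp5, E230001N04Rik, Pde10a, Shroom3 and Arrdc2. Fkbp5 (chromosome 17, 28399094 to 28517527) went from 613 CPM in Ctrl (590 to 637) to 29.8 CPM in cKO (23.2 to 37.7), a log2 ratio of −4.36 (−4.73 to −4.02). In FAP-like nuclei it was at 1007 CPM in Ctrl and 315 CPM in cKO. The long noncoding RNA gene E230001N04Rik lies 5193 bases from Fkbp5. It had 205 UMIs in Ctrl and 2 in cKO, a CPM ratio of 0.0185 (0.00222 to 0.0676). Pde10a and Arrdc2 had log2 ratios of −4.01 and −2.74, and Arrdc2 was lower in cKO FAP-like nuclei too, at 184 CPM in Ctrl and 20.7 CPM in cKO. Shroom3 had 52 UMIs in Ctrl and 0 in cKO and was at least 9.16-fold lower against the floor, with an exact upper bound of the log2 ratio of −2.85, though Ctrl FAP-like nuclei held it at 14.5 CPM against 11.9 CPM in the cluster. In cKO, FAP-like nuclei held Shroom3 at 16.6 CPM while the cluster held 0 UMIs. The highest were Gpr179, Myh7, Dbp, Nr4a3 and Car3. Gpr179 had a log2 ratio of 6.15 (4.76 to 8.04), from 4 Ctrl UMIs, and reached 64.8 CPM in cKO, again below cKO FAP-like nuclei. Myh7 reached 33.7 CPM in cKO, also below the 87.0 CPM of cKO FAP-like nuclei. Dbp and Nr4a3 had log2 ratios of 3.86 and 3.59, from 6 and 8 Ctrl UMIs. Nr4a3 was at 22.0 CPM in cKO, below the 33.1 CPM of cKO FAP-like nuclei. Car3 had a log2 ratio of 2.40 (2.16 to 2.64), with 91.1 CPM in cKO FAP-like nuclei against 229 CPM in the cluster.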

Values the study reported

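The study reported 318 genes higher and 112 genes lower in bulk RNA of cKO muscle, a measurement that was not analysed here. For the single-nucleus data it reported 15 clusters at a resolution of 0.1 before clusters were merged by inspection. It used 3,000 features for integration.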

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

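Resolution 0.1 for type I-like nuclei and FAPs, co-detection without thinning, the split into class shares and levels with doublets kept or at least 1000 UMIs, every alternative for the Myh2-, Myh1- and Myh4-dominant shares, and every alternative for genes named by rank or for Mef2a, Mef2d, Fbxo32, Trim63 and Mylk4 over all myonuclei were chosen after seeing the data. The 26 results that answer a comparison had 125 alternative values. Of these, 59 stayed within the main value's interval, 59 moved outside it and 7 reversed direction. The interval covers counting error, except for gene lists, where it is the spread over list genes. A change of sign counts as moved where the main interval spans 0, as for Trp63 in type I-like nuclei with doublets kept. No paired analysis was possible because each group had 1 library. The top 8% doublet setting and, for type I and FAPs, resolution 0.3 coincided with the settings used. The cause was not tested for any change below, except where a reason is given.

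Without integration, the difference in share was 24.5 points for type I-like nuclei, −19.5 for the Myh4-high cluster and −7.31 for FAPs. In type I-like nuclei the log2 ratios were −1.32 for Atf3, 0.21 for Trp63, 0.62 for Myh7 and −1.88 for Mylk4. With at least 1000 UMIs, the share differences were 8.46, −16.2 and −4.10 points. The type I value fell mostly by reassignment: 812 of 913 cKO nuclei passed the minimum, and 290 were placed in the type I-like cluster, 292 in a type IIa-like cluster and 178 and 23 in the type IIx-like clusters. The log2 ratios in type I-like nuclei were then 2.05 for Atf3, a reversal, 1.26 for Trp63, 0.33 for Mef2c and 0.76 for Myh7. Zfp949 reversed to −0.30. With doublets kept, the FAP difference was −6.82 points. The type I log2 ratios were 2.26 for Atf3, a reversal, −0.24 for Trp63, 1.19 for Myh7 and −2.19 for Mylk4.

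Clustering without the fibre type markers gave a type I difference of 17.9 points. With myonuclei as the denominator, which removes other nuclei by construction, it was 22.7 points, and −19.2 points for the Myh4-high cluster. At resolution 0.1 the type I difference was 18.6 points, and the log2 ratios were −0.0839 for Atf3, 2.16 for Myh7 and −2.68 for Mylk4.

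Taking Myh7-dominant nuclei as type I gave log2 ratios of 1.65 for Trp63, 0.79 for Mef2c, 0.55 for Myh7 and −1.46 for Mylk4. Zfp949 reversed to −0.18. The median of the p53 list was 2.59, below the median of 3.18 of random lists there, at percentile 18.8, with 3 genes higher in cKO and 3 lower. This class held 10 Ctrl nuclei, which limits each of these values.

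Median-of-ratios scaling gave log2 ratios over all myonuclei of 0.62 for Trp63 and 0.15 for Mef2c. Leaving out Malat1 and mitochondrial genes, which raises every ratio by construction, gave 0.64 and 0.18, and in type I-like nuclei 0.21 for Trp63 and 0.30 for Mef2c. The mean of the nuclei's own CPM gave 1.69 for Atf3, 0.37 for Trp63 and 0.14 for Mef2c over all myonuclei, and −1.16 for Atf3 in type I-like nuclei.

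The Myh7-dominant share differed by 6.0 points when thinned to 1000 UMIs, by 7.86 points without thinning and by 0.764 points with at least 5 myosin UMIs. The Myh4-dominant share changed sign to −0.783 points when thinned to 1000 UMIs, with an interval (−3.31 to 1.75) that spans 0 and 37 Ctrl and 437 cKO nuclei left out as too shallow. It reversed to −20.8 points without thinning. The Myh2-dominant difference was 3.47 points when thinned to 1000 UMIs, 4.21 points without thinning, 1.06 points with at least 80% of myosin UMIs and 0.181 points with at least 5. The Myh1-dominant difference was 2.45 points when thinned to 1000 UMIs. Deeper nuclei have more myosin UMIs to assign, so these shares depend on depth by construction. The level of Myh4 was also higher in the cKO Myh4-high cluster, which raises the number assigned at a low depth. The cause of the Myh4 change was not tested separately. Co-detection in the remodeling-like cluster minus other myonuclei was −3.53 points in Ctrl and −8.29 points in cKO when thinned to 1000 UMIs, and −7.78 and −12.6 points without thinning.

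With myosin classes in place of clusters, class shares gave 1.02 CPM and levels within classes 61.2 CPM of the Atf3 difference. For Trp63 the parts were −18.0 CPM, a reversal, and 227 CPM. Most nuclei are undetermined by myosin, and the cause of these changes was not tested. With doublets kept, the parts of Atf3 were 12.8 CPM and 47.9 CPM, and the class shares gave 0.381 CPM for Mef2c, a reversal. With at least 1000 UMIs, the parts were 24.6 CPM and 38.9 CPM for Atf3, and −26.8 CPM, a reversal, and 242 CPM for Trp63.

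The 25 results for single named genes had 147 alternative values. Of these, 112 stayed within the counting interval, 33 moved and 2 reversed, both for Zfp949 as given above. No value could be formed in Myh7-dominant nuclei for Atf3, Dclk1, Adgrl3, Gpr179 and Zc2hc1a, or for Adgrl3 with at least 1000 UMIs. With doublets kept there was no remodeling-like cluster, so co-detection had no value.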

Other observations

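The tests of Plpp7 by cluster were chosen only after the result was seen, except the clustering without fibre type genes, as were those of Fkbp5 in Ctrl FAPs, of Myh7 in the Myh4-high cluster, of the origin of a cluster made almost wholly of Ctrl nuclei, and of Atf3 with at least 1000 UMIs per nucleus. Resolution 0.1 gave 7 clusters here. That is lower than the value quoted from the study above.

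Plpp7 was low in the cKO type I-like cluster and not in the cKO Myh4-high cluster, with a ratio between them of 0.137 (0.0835 to 0.214). Free RNA as the source in the Myh4-high cluster was argued against, since its level was 2.81 times (1.65 to 5.12) that of cKO nuclei outside the myonuclear clusters. A low level of Plpp7 in the type I-like cluster whatever the genotype was argued against by a Ctrl ratio of 0.912 (0.568 to 1.40). In Ctrl, however, Myh7 was the main myosin of only 18 of 97 nuclei there. These Ctrl nuclei held 2 Plpp7 UMIs, a ratio of 1.02 (0.124 to 3.73) to other Ctrl myonuclear clusters. A low level in nuclei with Myh7 as main myosin whatever the genotype therefore stays open. Dilution by Malat1 and mitochondrial RNA was argued against by a ratio of 0.159 (0.0968 to 0.248) without those genes. The listed fibre type markers were argued against as the only source, since clustering without them left a ratio of 0.179 (0.109 to 0.280) to other cKO myonuclei. Myh6, a leading gene of the type I-like cluster, was not among the markers left out. The new cluster was also named by its overlap with the old one. Other genes that define the cluster therefore stay open. A candidate explanation is that the deletion reached part of the nuclei and that these gather in the type I-like cluster. Plpp7 UMIs come from the 3′ end, so a level, high or low, does not show whether the first exon was removed. Plpp7 levels therefore cannot decide this. The paper reported excision in muscle by PCR, and lower Net39 RNA and protein in muscle of cKO mice. Among cKO nuclei with a fast main myosin, those in this cluster held 0.141 times (0.0511 to 0.311) the Plpp7 of those in other myonuclear clusters, from 6 UMIs in 250 nuclei. The same ratio in Ctrl was 0.985 (0.519 to 1.71). In a further comparison, cKO type IIx-like and IIa-like nuclei with Atf3 had 1.06 times (0.465 to 2.16) the Plpp7 of those without, so Atf3 did not mark low Plpp7 there at this depth. A response of type I-like nuclei to genotype that lowers Plpp7 RNA stays open, as untested.

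Fkbp5 was lower in cKO in the Myh4-high cluster, with a ratio of 0.0486 (0.0377 to 0.0618), and in FAPs, with a ratio of 0.313 (0.243 to 0.397), where the Cre driver is not active. Free RNA from myonuclei as the source in FAPs was argued against, since Ctrl FAPs held 1.64 times (1.51 to 1.79) the Fkbp5 of the Ctrl Myh4-high cluster. Glucocorticoid exposure that differed between the pooled animals is a candidate explanation. A list of other glucocorticoid-responsive genes had a median log2 ratio of −0.85 in FAPs, with 5 of 16 genes higher and 11 lower in cKO, at percentile 0 of random lists. In the Myh4-high cluster its median was −0.59, with 2 of 15 genes higher and 13 lower, also at percentile 0. The list also fell in fibres, so free RNA from fibres could lower it in FAPs too, and this was tested for Fkbp5 only. Ctrl FAPs held 144 UMIs of Errfi1 and 221 of Foxo3 among 689128. The Ctrl Myh4-high cluster held 91 and 516 among 4379605, which argues against fibres as the source of these genes in FAPs. Pdk4, Sgk1, Zbtb16 and Foxo1 took a smaller share of UMIs in Ctrl FAPs than in that cluster, so free RNA stays open for the list. The list shares Ddit4 and Sesn1 with the p53 list and Per1 with a clock list. Fasting acts on several of the same genes and was not tested separately. A secondary response of the whole animal to genotype stays open, as untested.

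Dbp, a gene of the daily clock, was higher in the cKO Myh4-high cluster. A different time of collection is a possible explanation. Genes in the phase of Dbp had a median log2 ratio of 0.18 there, at percentile 96.0, with 6 of 9 genes higher and 3 lower, so with few genes that go both ways a time difference and genotype cannot be told apart for them. Genes of the opposite phase had a median of −0.40, at percentile 0.69, with 1 of 5 genes higher and 4 lower, which is what a time difference would give. In FAPs the medians were 0.07, at percentile 65.9, and 0.02, at percentile 52.7. An effect of genotype on clock genes stays open, as untested.

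Myh7 was higher in the cKO Myh4-high cluster than in the Ctrl one. Free RNA is a candidate source, since these nuclei held 0.388 times (0.237 to 0.661) the Myh7 of cKO FAPs. An effect of genotype on a few of these nuclei stays open, as untested.

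Without integration, a cluster held 458 Ctrl nuclei and 1 cKO nucleus, so 99.8% of it came from Ctrl. Depth was argued against, since its median UMI count was 0.993 times that of other Ctrl myonuclei. It had 2652 CPM of Fbxo32, against 1073 CPM in other Ctrl myonuclei. After integration, 180 of its Ctrl nuclei lay in cluster 0, 111 in the remodeling-like cluster, 91 in the type IIx-like cluster, 37 in cluster 3 and 29 in the type I-like cluster. With 1 library per group, genotype and any other difference between the libraries cannot be told apart as its origin.

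The Myh4-high and FAP shares were lower in cKO. With the type I-like cluster left out of the denominator, the difference was −3.58 points (−6.13 to −1.02) for the Myh4-high cluster and −4.58 points (−5.94 to −3.22) for FAPs. A rise of the type I-like cluster alone would leave shares among the other nuclei unchanged. The FAP share among them was 10.1% in Ctrl and 5.52% in cKO. For FAPs this argues against such a rise as the only difference between these libraries. For the Myh4-high cluster, where the difference shrank from −13.0 to −3.58 points, the question stays open. The intervals leave out the spread between libraries, so with 1 library per group no change of these shares can be assigned to genotype. A loss of these nuclei through genotype, and a difference in the yield of isolation, stay open as untested.

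The direction of Atf3 in type I-like nuclei depended on the setting. A candidate explanation is that a few Ctrl nuclei that hold most Atf3 UMIs enter or leave the cluster. Of the 111 Ctrl Atf3 UMIs in the cluster, 92.8% lay in 41 nuclei that fell outside it when doublets were kept. With at least 1000 UMIs per nucleus, 98.2% lay in nuclei outside it, but these were 124 of the 160 Ctrl nuclei, so that setting replaced most of the cluster. Both percentages largely restate the change of direction, since a fall of Ctrl Atf3 in the cluster means that its UMIs left. They show which nuclei moved and do not test why. Atf3 was present in 24 of 160 Ctrl nuclei and in 111 of 913 cKO nuclei of the cluster. In unthinned Myh7-dominant nuclei of the cluster, Atf3 had 0 UMIs in 18 Ctrl nuclei, with 37676 UMIs, and 77 UMIs in 271 cKO nuclei, with 596659 UMIs. An effect of genotype on Atf3 within type I-like nuclei stays open, as untested.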
